A study of Mus musculus with 2 samples. Its data were reported in "Heterogeneity and dynamics of active Kras-induced dysplastic lineages from mouse corpus stomach" (2019).

How the data were processed

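The data were single-cell RNA libraries of Meta4 organoids, 1 treated with DMSO and 1 with Selumetinib, assigned to their groups by GEO's sample titles. Per the methods of the study, organoids from several wells were pooled, dissociated, cleared of dead cells and encapsulated on the inDrop platform, and both samples were encapsulated and sequenced together. The authors sorted reads by cell barcode, aligned them to a reference transcriptome with the inDrop pipeline, reduced them to UMIs and kept barcodes by an inflection point. The deposited values are raw UMI counts per gene symbol and cell, neither normalized nor filtered by gene. The submitters' processing notes name genome build GRCm38, while versions of the aligner and annotation and the use of strand in counting are not given in the sources used here. All deposited barcodes were used, 2471 and 905, of which 14 barcode sequences occur in both libraries and were kept as separate cells.

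Each library listed 25507 gene symbols. UMIs were summed over cells, and CPM were taken over all gene UMIs of a library. Ratios used a prior of 0.5 UMI per library, genes with at least 20 UMIs over both libraries counted as measured, and intervals of CPM and of ratios were exact Poisson and exact conditional binomial intervals at 95%. Because there is 1 library per group, no test between groups was made and no p-value is given. The comparisons, gene lists, cell type markers, naming rule and 28 alternatives were fixed before the data were examined.

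The naming rule took genes with at least 50 CPM in a library, without mitochondrially encoded genes, cytosolic ribosomal protein genes and predicted gene models, and named the 12 highest and 12 lowest by the bound of the interval nearest to 1. It added the genes the study's text names for this experiment and up to 4 members of each list, those with the bound farthest from 1 in the direction of the list's median. At that level 4059 genes could be named. Among the 12 farthest either way, 1 predicted model on each side was passed over. Cluster genes were the 5 with the largest fold at 50 CPM or more in the cluster.

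The 26 gene lists were MAPK output, ERK feedback and early genes, EGF family ligands and receptors, S phase, G2 and M phase (G2M), NRF2 targets, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation and ketogenesis, glycolysis and hypoxia, ATF4 and amino acid response, unfolded protein response, lysosome and autophagy, brush border and enterocyte, keratins with actins and tubulins, migration and YAP response, metaplasia, stem cell markers, gastric lineages, BCL2 family, cell cycle exit and FOXO, interferon and MHC class I, dissociation and heat shock, mitochondrially encoded genes, cytosolic ribosomal proteins and the study's text. They came from general knowledge except the last. Each list's median log2 ratio was placed among 10000 random lists of the same size, drawn in 20 bins of mean expression.

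Cells differed in depth, so shares of cells were taken after drawing 1750 UMIs from each cell, the largest multiple of 250 that kept at least 80% of the cells of each library. Shares have exact Clopper-Pearson intervals at 95%. Neighbours were counted in 20 principal components of 2000 variable genes after scaling each cell to 10000 UMIs and taking logarithms. Leiden clusters were made in each library at the smallest resolution, in steps of 0.05, that gave at least 4 clusters, which was 0.25 for DMSO and 0.4 for Selumetinib. Clusters were matched by the correlation across genes of their log2 folds against the rest of the library. A name was given only where the fixed markers allowed it. Scrublet called 0 of 2471 DMSO and 5 of 905 Selumetinib cells doublets, almost none, so leaving them out tests little.

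Gene symbols were looked up in a GRCm38 annotation, where 95.4% of the 25507 symbols were found. A named gene was called uncertain where its exons overlapped another gene or where at least 10% of the 31-base words in the last 500 bases of its transcripts occurred in another gene. That held for 61 of 127 named genes, and 126 of them had a position.

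The statistics were tested on simulated counts drawn from the real means and library sizes. In 20337 genes, 83% of 100 genes changed 2-fold and 98% of 100 genes changed 4-fold were recovered by the 1.5-fold rule, 1.58% of 20137 unchanged genes were called, and 95.9% of intervals held the true ratio. The sums were Poisson draws around a mean common to both libraries, the model the intervals assume, so this checks the code only. They held no shift by abundance, while the 5906 real genes under 5 CPM had a median log2 ratio of 0.68, past the 1.5-fold limit. The 1.58% therefore does not carry over to the real calls. A list of 50 genes raised 2-fold came out at percentile 100, and 4% of 100 lists of unchanged genes fell outside the middle 95% of random lists. A pair of random sets of DMSO cells gave 50.3% own neighbours, and simulated cells of 2 types were clustered by type in 100% of 600 cells.

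Alternatives covered the scaling, the cell weighting, the cell filters, the count minimum, the thinning depth, the UMI minimum, the number of components, variable genes and clusters, and the matching measure. A further 3 alternatives were added after seeing the data. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, used only for scaling factors. Transcription factor activity scores and the study's staining, sorting and growth assays were not analysed here.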

Results

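Transcripts were counted cell by cell in Meta4 organoids, cultures grown from dysplastic glands of the mouse stomach corpus taken 4 months after active Kras was switched on in chief cells. The organoids of 1 library received DMSO, the vehicle, and those of the other received Selumetinib, a small molecule that blocks the kinase MEK and so the activation of ERK below it. The comparison asks which transcripts differ in dysplastic cells when MEK is blocked, and whether dividing or stem-like cells are among those that remain. Single cells were captured in droplets on the inDrop platform, and each transcript was counted by its unique molecular identifier (UMI). Each condition was 1 library, so no difference below has a replicate check, and every interval covers counting error only.

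The DMSO library held 2471 cell barcodes with 9559609 UMIs, a median of 2936 UMIs and 1488 genes per cell. The Selumetinib library held 905 cell barcodes with 5501160 UMIs, a median of 5392 UMIs and 2619 genes per cell. No barcode lay under 1501 UMIs in either library. Both barcode numbers are those the study gives for its cells. Mitochondrially encoded transcripts made up a median of 3.64% of a cell's UMIs in the DMSO library and 3.39% in the Selumetinib library.

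UMIs were summed over the cells of a library and given as CPM, the usual scaling of counts to the library's total. Among 20394 measured genes the median log2 ratio, Selumetinib over DMSO, was 0.40, and it went from 0.68 for the 5906 genes under 5 CPM to -0.24 for the 119 genes at 1000 CPM or more. Scaling by TMM factors instead shifted every log2 ratio by -0.41, and DESeq2's median of ratios shifted it by -0.43. List medians are therefore also set against 10000 random lists of the same size and expression level. A list member counts as higher or lower where its CPM differed at least 1.5-fold and the 95% counting interval of the ratio left out 1. Of the 127 genes chosen by the naming rule, 115 differed in this way, but 10 of these did not with TMM factors and 12 did not with DESeq2 factors, while 5 others did with either.

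Most of the transcripts used as a readout of MAPK output were lower in the Selumetinib library under each scaling. Most early and feedback genes of ERK were lower only with TMM or DESeq2 factors. Phlda1, an early target of ERK, stood at 579 CPM in the DMSO library and 54.2 CPM in the Selumetinib library, a log2 ratio of -3.41 (95% interval -3.59 to -3.25). Etv5, an ETS transcription factor, had a log2 ratio of -3.39, the receptor tyrosine kinase gene Epha2 one of -2.36, and Ccnd1, which encodes the G1 cyclin D1, one of -1.30. Of the 10 transcripts used as a readout of MAPK output, 6 were lower, 0 were higher and 4 were neither, and their median of -0.74 lay 1.01 below that of random lists of like expression, with 0% of random lists lower. With TMM factors 8 of the 10 were lower, and with DESeq2 factors all 10. Myc, a transcription factor of growth, stood at 132 and 17.6 CPM, a log2 ratio of -2.90 (95% interval -3.22 to -2.61).

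The ERK feedback and early gene list held 7 lower, 3 higher and 7 other members of 17 measured, with a median of -0.43 at percentile 0, and 11 lower and 1 higher with either other scaling. The early transcription factor genes Egr1 and Fos had log2 ratios of -1.35 and -1.08. Of 9 measured EGF family ligand and receptor genes, 3 were lower, 1 was higher and 5 were neither, and the median of -0.10 was at percentile 4.18. The ligand genes Areg and Hbegf had log2 ratios of -1.35 and -1.36. In build GRCm38 Phlda1 lies on chromosome 10 from 111506286 to 111508645 and Myc on chromosome 15 from 61985391 to 61990374. Phlda1, Etv5 and Ccnd1 overlap another gene or share sequence at the transcript end with one, so their counts are uncertain.

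**Figure D1:**
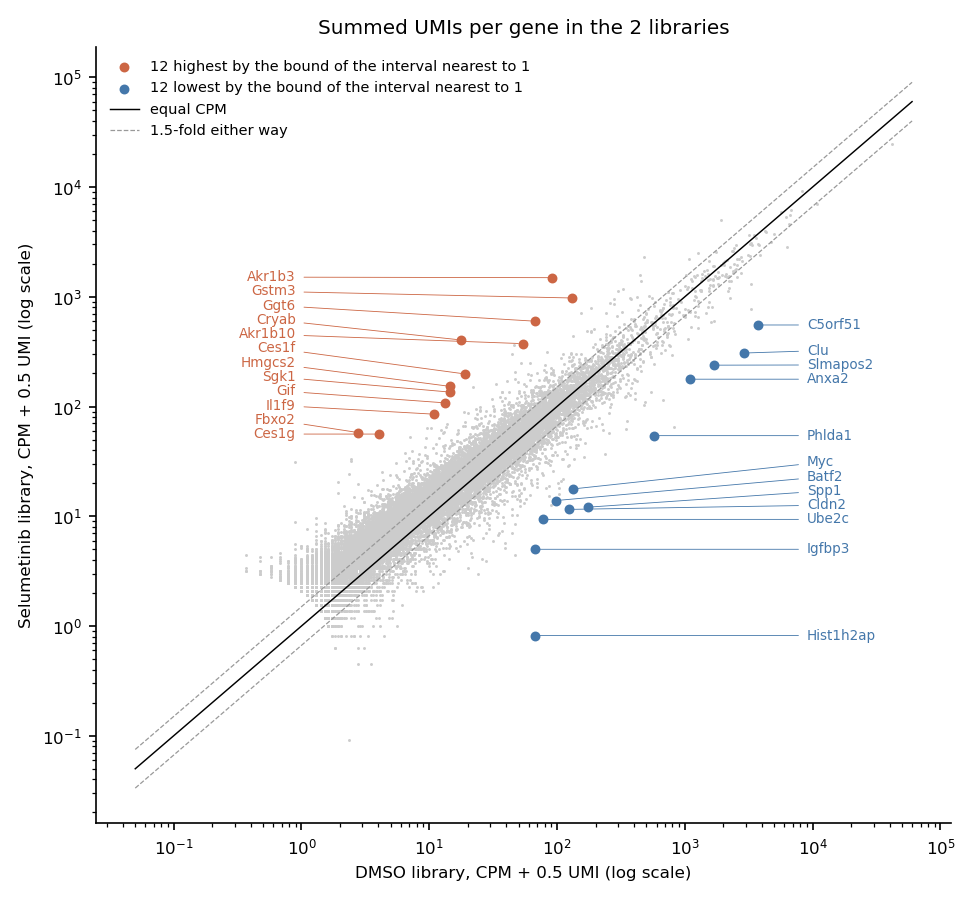
CPM of each of the 20394 measured genes, with 0.5 UMI added, in the DMSO library (horizontal, log scale) and the Selumetinib library (vertical, log scale). Each grey point is a gene, the lines mark equal CPM and 1.5-fold either way, and the 12 highest and 12 lowest genes by the naming rule are labelled, from Cryab at a log2 ratio of 4.52 to Hist1h2ap at -6.36.

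Clu and most of the measured keratin, actin and tubulin genes were lower in the Selumetinib library, while most metaplasia genes were lower only with TMM or DESeq2 factors. Clu, which encodes the secreted chaperone clusterin and marks injured and metaplastic epithelium, stood at 2911 CPM in the DMSO library and 307 CPM in the Selumetinib library, 9.48-fold lower, with a log2 ratio of -3.24 (95% interval -3.32 to -3.17). Other transcripts at the low end were Spp1, which encodes osteopontin (-3.84), Igfbp3, which encodes a carrier of insulin-like growth factors (-3.76), the tight junction gene Cldn2 (-3.42), Anxa2, which encodes a membrane-binding annexin (-2.63), and the transcription factor gene Batf2 (-2.82). The noncoding transcript Slmapos2 and a transcript listed as C5orf51 had log2 ratios of -2.84 and -2.77, and C5orf51 had no position in the annotation used.

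Of 22 measured keratin, actin and tubulin genes, 15 were lower, 0 were higher and 7 were neither, with a median of -1.03, which was 1.07 below random lists and at percentile 0. Their lowest members were Krt20 (-2.66), Krt18 (-1.43), Actb (-1.32) and Krt8 (-1.21), and Krt7 stood at -1.08. The study picked the 3 simple keratins Krt7, Krt8 and Krt18 on these libraries, and 12 of the 22 genes are in the lists of differing genes drawn from them, so this direction is not independent of that choice. The metaplasia list held 5 lower, 2 higher and 5 other members of 12, with a median of -0.47 at percentile 0.16, and 8 lower and 1 higher with either other scaling. Aqp5 (-1.26) and Mal2 (-0.85) were among the lower ones. Of the 12 metaplasia genes, 5 are in the list drawn from these libraries as higher with DMSO and 1 in that for Selumetinib. This direction is therefore not independent of the study's choice either.

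The migration and YAP response list held 4 lower, 2 higher and 13 other members of 19, with a median of -0.20 at percentile 0.31, and 10 lower and 0 higher with either other scaling. When each cell was weighted equally that median was 0.018, with 8.3% of random lists lower. Its lower members were Serpine1 (-2.22), which encodes an inhibitor of plasminogen activators, the matrix gene Thbs1 (-1.79), Ctgf (-1.14, or 0.079 without cells holding cell cycle UMIs) and the caveolin gene Cav2 (-0.75). Leaving out cells with cell cycle UMIs, here and below, drops 89.0% of DMSO and 83.5% of Selumetinib cells with at least 1750 UMIs. Cttn, which encodes the actin regulator cortactin, had a log2 ratio of 0.22 that became -0.19 with TMM factors. Clu lies on chromosome 14 from 65968483 to 65981547 in build GRCm38. Spp1, Anxa2, Batf2, Krt18, Krt8, Krt7, Actb, Thbs1, Ctgf and Cttn overlap another gene or share transcript ends with a copy and are uncertain.

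Most measured G2 and M phase genes were lower in the Selumetinib library, while most S phase genes were neither lower nor higher. Ube2c, which encodes the ubiquitin-conjugating enzyme of mitotic exit, stood at 77.8 CPM in the DMSO library and 9.27 CPM in the Selumetinib library, a log2 ratio of -3.06 (95% interval -3.51 to -2.66). Mki67, the Ki67 antigen of cycling cells, stood at 51.4 and 13.6 CPM, a log2 ratio of -1.91 (95% interval -2.28 to -1.56). The mitotic kinase gene Aurka, the survivin gene Birc5 and the chromatin gene Hmgb2 had log2 ratios of -2.57, -2.33 and -2.21. Of 53 measured G2 and M phase genes, 29 were lower, 1 was higher and 23 were neither, with a median of -0.85, which was 1.16 below random lists and at percentile 0. With either other scaling 44 were lower and 0 higher.

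Of 42 measured S phase genes, 12 were lower, 2 were higher and 28 were neither, and with either other scaling 19 were lower and 0 higher. Their median of -0.05 lay near 0, but it was 0.37 below random lists of like expression, at percentile 0. The replication helicase genes Mcm5 and Mcm4 had log2 ratios of -2.42 and -1.92, the ribonucleotide reductase gene Rrm2 one of -1.80 and the flap endonuclease gene Fen1 one of -1.38. Pcna, the sliding clamp of DNA polymerase, stood at 114 and 98.3 CPM, a log2 ratio of -0.22 (95% interval -0.37 to -0.07) that was under the 1.5-fold limit. It became -0.63 with TMM factors, past that limit, and 0.07 with equal numbers of cells at equal depth. The lowest gene by the naming rule was Hist1h2ap, a histone H2A gene on chromosome 13 from 21833026 to 21833507, with 644 UMIs in the DMSO library and 4 in the Selumetinib library. Its log2 ratio was -6.36 (95% interval -8.41 to -5.17), and it is uncertain because 93.4% of its transcript end is shared with other H2A genes. Ube2c, Mki67, Pcna, Rrm2, Fen1 and Hmgb2 are uncertain for like reasons.

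Because Selumetinib cells were deeper, shares of cells were taken after thinning each cell to 1750 UMIs. That kept 2050 DMSO cells and 859 Selumetinib cells and left out 421 and 46. At this depth 80.7% of DMSO cells (95% Clopper-Pearson interval 78.9% to 82.4%) and 66.0% of Selumetinib cells (62.7% to 69.2%) held at least 2 UMIs of the G2 and M phase list, whose summed CPM was 2626 and 1722. Without thinning the shares were 93.8% and 91.5%. At least 2 UMIs of the S phase list were found in 51.0% of DMSO cells (48.8% to 53.2%) and 53.0% of Selumetinib cells (49.6% to 56.3%), or 73.3% and 86.7% unthinned. Its summed CPM of 1250 and 1055 went the other way, so no order is read from that share.

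Markers of fibroblast, immune and endothelial cells, types that an epithelial culture should lack, gave at least 2 UMIs in 2.00% of thinned DMSO cells (1.44% to 2.70%) and 4.66% of thinned Selumetinib cells (3.35% to 6.29%), and in 9.35% and 28.7% unthinned, where median depths were 2936 and 5392 UMIs. Counts on genes that a cell does not express, whose source was not tested, therefore stay open as a part of the cell cycle shares. Those shares are not read as shares of cycling cells. Mki67 was found in 6.93% of thinned DMSO cells (5.87% to 8.11%) and 2.10% of thinned Selumetinib cells (1.25% to 3.29%), or 11.6% and 7.62% unthinned. Of single genes of other cell types, Ptprc, Pecam1 and Col1a1 were found in 5.76%, 2.24% and 0.976% of thinned DMSO cells and in 10.01%, 2.79% and 1.63% of thinned Selumetinib cells. The Mki67 share did not exceed the Ptprc share beyond their intervals in either library, and genes of other cell types differed widely among themselves, so neither Mki67 share is read as a share of dividing cells. A check added after the data were seen compared unthinned cells holding these genes with the rest of their library. In DMSO 40 of 51 other G2 and M phase genes were higher in cells with Mki67 or Top2a, and 1 of 51 in cells with Ptprc. In the Selumetinib library 3 and 0 of 51 were higher. Detection of Mki67 or Top2a thus went with other G2 and M phase genes in DMSO, which that of Ptprc did not.

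Most measured genes of cholesterol synthesis and of glycolysis and hypoxia were lower in the Selumetinib library, while genes of fatty acid oxidation and of the amino acid response were higher where they differed, fewer of them with TMM or DESeq2 factors. Of 23 cholesterol synthesis genes, 18 were lower, 1 was higher and 4 were neither, with a median of -0.98 that lay 1.11 below random lists, at percentile 0. Pcsk9, which encodes a protein that removes the LDL receptor, had a log2 ratio of -2.50 (95% interval -2.82 to -2.21), the sterol sensor gene Insig1 one of -1.74, and the enzyme genes Nsdhl and Idi1 ratios of -1.70 and -1.69. The higher member was Dhcr7 (1.75), the last enzyme of the pathway, chosen for mention after its value was seen. Of 11 fatty acid synthesis genes, 5 were lower and 6 were neither, with a median of -0.46 at percentile 0.07, and the desaturase genes Scd1 and Scd2 stood at -1.60 and -1.49, the synthase gene Fasn at -1.01 and Acsl3 at -0.94. With either other scaling 8 of the 11 were lower and 0 higher.

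Of 21 glycolysis and hypoxia genes, 12 were lower and 9 were neither, with a median of -0.60 that lay 0.64 below random lists, at percentile 0. Ankrd37, a hypoxia response gene, stood at -1.81, the kinase genes Pgk1 and Hk2 at -1.66 and -1.42, and the carbonic anhydrase gene Car9 at -1.15. In contrast, 11 of 17 fatty acid oxidation and ketogenesis genes were higher and 6 were neither, with a median of 0.68 that lay 0.54 above random lists, at percentile 100. With TMM scaling 6 were higher and the median was 0.27, and with DESeq2 scaling 4 were higher and it was 0.24. Hmgcs2, the rate-limiting enzyme of ketone body synthesis, stood at 14.4 CPM in the DMSO library and 153 CPM in the Selumetinib library, a log2 ratio of 3.40 (95% interval 3.14 to 3.67). Pdk4, which holds pyruvate out of the citric acid cycle, had a log2 ratio of 2.03, the thiolase gene Acaa2 one of 1.43 and Crot one of 1.15. Hmgcs2 lies on chromosome 3 from 98280435 to 98310738 in build GRCm38.

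Of 19 genes of the ATF4 and amino acid response, 10 were higher and 9 were neither, with a median of 0.60 that lay 0.53 above random lists, at percentile 99.99. With either other scaling 4 were higher and 2 were lower, and the median was 0.19 with TMM and 0.16 with DESeq2 factors. The stress gene Nupr1 had a log2 ratio of 1.82, Chac1, which degrades glutathione, one of 1.70, and the amino acid carrier gene Slc1a4 one of 1.52, while Slc38a2, another carrier gene, stood at 93.4 and 215 CPM. The unfolded protein response list held 4 lower, 2 higher and 8 other members of 14, with a median of -0.17 at percentile 5.06, and 7 lower and 0 higher with either other scaling. Its lower members were the chaperone genes of the endoplasmic reticulum Sdf2l1 (-1.28), Hsp90b1 (-1.03), Manf (-0.87) and Hspa5 (-0.64). The lists of differing genes drawn from these libraries hold 8 of the cholesterol, 12 of the glycolysis, 6 of the oxidation and 8 of the ATF4 genes. Idi1, Pgk1, Scd1, Scd2, Acsl3, Crot, Ankrd37, Car9, Hsp90b1 and Manf overlap or share ends with other genes and are uncertain.

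**Figure D2:**
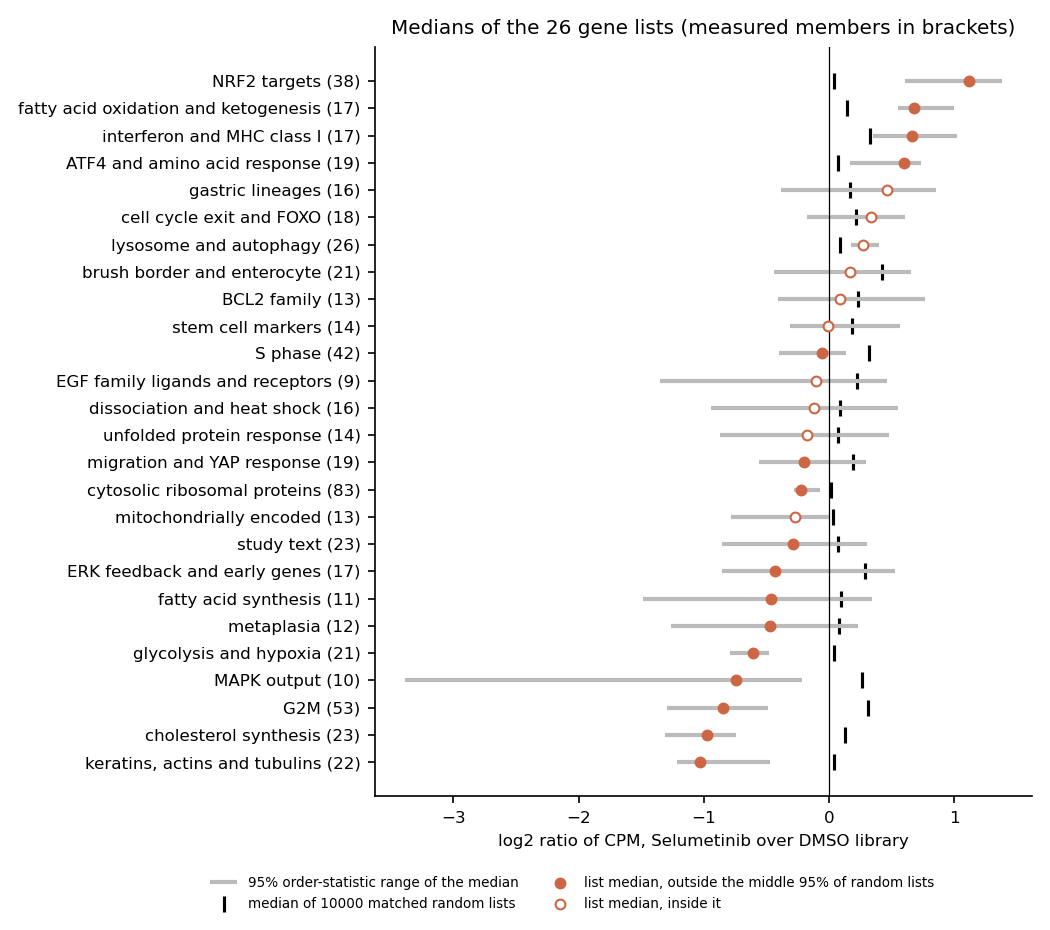
Median log2 ratio of CPM, Selumetinib over DMSO (horizontal), for each of the 26 gene lists (vertical, measured members in brackets). Grey bars are 95% order-statistic ranges of the median over members, black ticks are the median of 10000 matched random lists, and filled circles lie outside the middle 95% of them, from the keratins, actins and tubulins at -1.03 to the NRF2 targets at 1.12, while the lysosome, brush border, BCL2 and FOXO medians become negative with TMM or DESeq2 scaling.

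Glutathione and detoxification genes were the group with the highest list median in the Selumetinib library. Of 38 NRF2 targets, genes switched on by the oxidant-sensing transcription factor NRF2, 26 were higher, 0 were lower and 12 were neither, with a median of 1.12 that lay 1.08 above random lists, at percentile 100. With either other scaling 21 were higher and 1 was lower, and the median was 0.71 with TMM and 0.69 with DESeq2 factors. Gstm3, a glutathione transferase gene, stood at 131 CPM in the DMSO library and 974 CPM in the Selumetinib library, a log2 ratio of 2.89 (95% interval 2.80 to 2.98). Gstm1, Gsta2 and the aldo-keto reductase gene Akr1b8 had log2 ratios of 2.28, 2.27 and 2.19. Gclm and Gclc, the subunits of the enzyme that starts glutathione synthesis, had log2 ratios of 1.63 and 1.55, and the glutathione peroxidase gene Gpx2 one of 0.94. That of Gpx2 fell under the 1.5-fold limit with TMM (0.53) and DESeq2 (0.51) factors, and without the cells high in Cryab and Akr1b3 described below (0.53). Of the 38 targets, 27 are in the list of genes drawn from these libraries as higher with Selumetinib, and the study's text names Gpx2, Gclm and Gclc, so the direction is not independent of that choice.

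The highest gene by the naming rule was Cryab, which encodes the small heat shock protein alpha-B crystallin, at 17.6 CPM in the DMSO library and 404 CPM in the Selumetinib library. It was 22.9-fold higher, a log2 ratio of 4.52 (95% interval 4.30 to 4.76). Akr1b3, the aldose reductase that makes sorbitol from glucose, followed at 91.1 and 1493 CPM, a log2 ratio of 4.03 (95% interval 3.93 to 4.14). These transcripts were unevenly spread, since 12.3% of the Selumetinib cells, set apart by these transcripts after the data were seen, held 88.8% of the Cryab and 88.4% of the Akr1b3 UMIs, and without these cells the log2 ratios were 1.56 and 1.13. The kinase gene Sgk1 (3.22) was also concentrated there and had a log2 ratio of 1.26 without them.

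Further genes at the high end were Fbxo2 (4.38), the carboxylesterase genes Ces1g (3.80) and Ces1f (3.36), the glutathione-cleaving Ggt6 (3.16), the interleukin gene Il1f9 (2.98) and Akr1b10 (2.80). Without the cells high in Cryab and Akr1b3, Fbxo2 stood at 3.23, Il1f9 at 2.09, Akr1b10 at 2.35, Ces1g at 3.58 and Ces1f at 3.06, while Ggt6 and Gstm3 stood at 3.15 and 2.89. Cryab lies on chromosome 9 from 50751325 to 50756636, Akr1b3 on chromosome 6 from 34302434 to 34317478 and Gstm3 on chromosome 3 from 107963696 to 107969283, in build GRCm38. Cryab overlaps Hspb2 on the other strand, and Akr1b3, Akr1b8, Gstm1, Gsta2, Gpx2, Gclm and Il1f9 share sequence with other copies or overlap a gene, so these counts are uncertain.

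Genes of normal stomach lineages, of the brush border and of stem cells had no common direction, and the side with more genes changed with the scaling. Gif, which encodes the intrinsic factor of mouse chief cells, stood at 13.3 CPM in the DMSO library and 108 CPM in the Selumetinib library, a log2 ratio of 3.02 (95% interval 2.74 to 3.31), and the pepsinogen gene Pgc had one of 2.91. Of 16 measured gastric lineage genes, 7 were higher, 3 were lower and 6 were neither, with a median of 0.46 at percentile 97.05, which became 0.05 with TMM and 0.03 with DESeq2 scaling, where 3 were higher and 4 lower. The mucous neck gene Tff2 stood at 1.22, or -0.11 without cells holding cell cycle UMIs, and the surface antigen gene Psca at 0.73, or 0.32 with TMM factors. Of 21 measured brush border and enterocyte genes, 6 were higher, 3 were lower and 12 were neither, and the median of 0.17 was at percentile 4.24 and became -0.24 with TMM and -0.27 with DESeq2 scaling, where 3 were higher and 6 lower.

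The peptidase gene Anpep (2.40), the disaccharidase genes Sis (1.37) and Lct (0.73) and Ace2 (1.21) were higher, at 3.24, 12.1, 9.73 and 4.71 CPM in the DMSO library. Vil1, which encodes villin of the microvillus core, was lower, with a log2 ratio of -0.78 (95% interval -0.98 to -0.58). Ezr, which encodes ezrin, stood at -0.44, or -0.84 with TMM factors, past the 1.5-fold limit. The goblet cell gene Tff3 and the chloride channel gene Cftr were higher, at 0.77 and 0.72, but with TMM factors they stood at 0.36 and 0.31 and Lct at 0.33, under the 1.5-fold limit. The mucin gene Muc2 at 0.28 (95% interval -0.20 to 0.75) and the intestinal transcription factor gene Cdx2 at -0.41 (95% interval -1.61 to 0.62) differed by less than counting error. Lgr5, a receptor gene of intestinal stem cells, stood at 48.2 and 59.4 CPM, a log2 ratio of 0.30 (95% interval 0.09 to 0.51) that became -0.11 with TMM factors, and the metaplasia gene Wfdc2 went from 0.23 to -0.18 and Muc2 to -0.12. Of 14 stem cell markers, 1 was lower, 2 were higher and 11 were neither, with a median of -0.01 at percentile 10.38, and with TMM factors 5 were lower and 1 was higher, with DESeq2 factors 6 and 1. Of the 23 measured genes that the study's text names for this experiment, in part picked on these libraries, 8 were lower, 6 were higher and 9 were neither, with a median of -0.29 at percentile 0.32, or 10.8 with equal numbers of cells at equal depth. With either other scaling 12 were lower and 3 higher. Vil1, Ezr and Cftr overlap a gene on the other strand and are uncertain.

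Of the lists that reflect handling and cell quality, only that of the ribosomal proteins lay outside the middle 95% of random lists over all cells. Of 16 dissociation and heat shock genes, 6 were lower, 3 were higher and 7 were neither, with a median of -0.11 at percentile 7.45, or -0.35 at percentile 0 without the cells high in Cryab and Akr1b3, and Hspa8, Egr1, Fos and Ier2 were among the lower ones, Hspa8 at -0.92. With either other scaling 8 were lower and 2 higher, as were 8 and 0 of the mitochondrial genes below. Of 13 mitochondrially encoded genes, 5 were lower and 8 were neither, with a median of -0.27 at percentile 4.74, or 1.4 without DMSO cluster 2, led by mt-Atp6 (-1.13), mt-Nd3 (-0.93), mt-Nd4l (-0.78) and mt-Co2 (-0.64). Of 83 cytosolic ribosomal protein genes, 7 were lower, 2 were higher and 74 were neither, with a median of -0.22 at percentile 0.07, or 6.1 either over cells with 3000 to 6000 UMIs or without cells holding cell cycle UMIs. Leaving out the high cells or DMSO cluster 2 and the range of UMIs were chosen after the data were seen. With TMM factors 44 of the 83 were lower. Its named members Rpl22l1 (-1.47), Rplp2 (-0.88), Rpl32 (-0.74) and Rpl12 (-0.65) share sequence with pseudogenes, as do Hspa8 and the 4 mitochondrial genes, and are uncertain.

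Cd44, which encodes the hyaluronan receptor, was lower in the Selumetinib library, while Prom1 (CD133) and Alcam (CD166), the other surface markers by which the study sorted dysplastic stem cells, differed less. Cd44 stood at 541 CPM in the DMSO library and 137 CPM in the Selumetinib library, a log2 ratio of -1.99 (95% interval -2.10 to -1.88). Prom1 had a log2 ratio of -0.38 (95% interval -0.47 to -0.30), Alcam one of -0.29 (95% interval -0.40 to -0.18) and the transcription factor gene Sox9 one of -0.30, all under the 1.5-fold limit. With TMM factors they stood at -0.79, -0.70 and -0.71, past that limit, and Cd44 at -2.39. Cd44 lies on chromosome 2 from 102811141 to 102901665 in build GRCm38, and Prom1, which overlaps a gene on the other strand, is uncertain.

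At 1750 UMIs per cell, Cd44 was found in 46.8% of DMSO cells (95% interval 44.7% to 49.0%) and 19.7% of Selumetinib cells (17.1% to 22.5%), or 57.7% and 41.1% unthinned. All 3 transcripts were found together in 148 of 2050 DMSO cells, 7.22% (6.14% to 8.43%), where independent detection would give 5.95%. In the Selumetinib library they were found together in 17 of 859 cells, 1.98% (1.16% to 3.15%), where independent detection would give 1.92%. Prom1 with Alcam was found in 14.4% of DMSO cells (12.9% to 16.0%) and 9.66% of Selumetinib cells (7.77% to 11.8%), with 12.7% and 9.76% for independent detection. This pair was counted with or without Cd44, while the study's Double-positive cells were sorted as negative for CD44 protein. The study adds that its sorting antibody misses a CD44 variant that transcript counts include. These shares are therefore not those of its sorted populations. Unthinned, the shares were 23.4% and 23.3% for the 3 transcripts, and 32.1% and 42.8% for the pair, at median depths of 2936 and 5392 UMIs. The immune gene Ptprc, which this epithelial culture should lack, was found in 5.76% of thinned DMSO cells and 10.01% of thinned Selumetinib cells. That is a share for 1 gene, so it sets no level for joint detection. In the Selumetinib library the values for independent detection lay inside the intervals of both joint shares, and in DMSO just below them. None of these shares is read as a stem cell share.

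**Figure D3:**
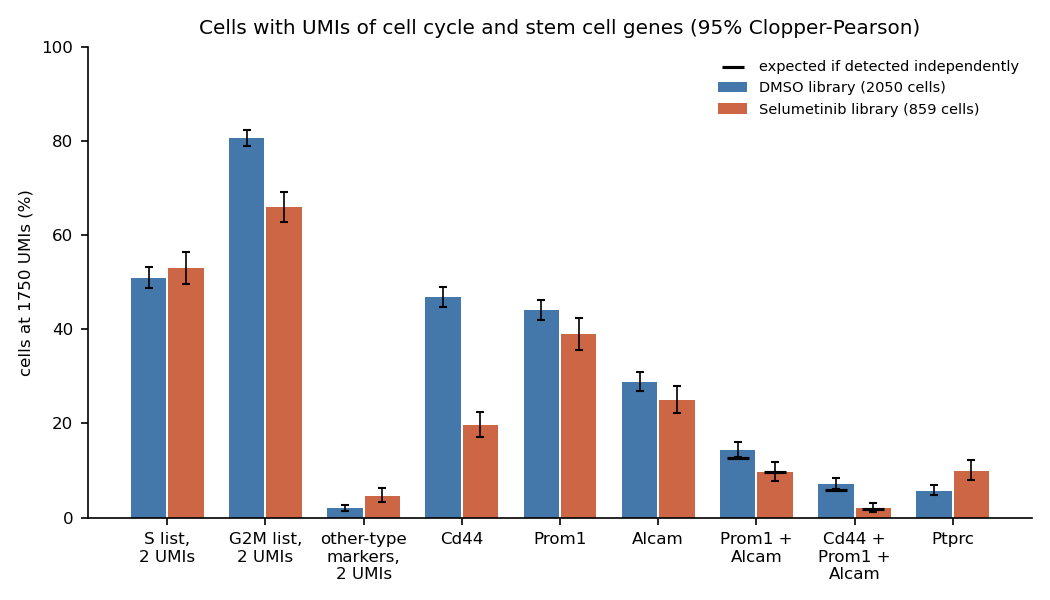
Share of cells, at 1750 UMIs each (vertical, percent), with at least 2 UMIs of the S list, the G2M list or markers of other cell types, or with a UMI of the stem cell markers named, in the DMSO (2050 cells, blue) and Selumetinib (859 cells, red) libraries. Error bars are 95% Clopper-Pearson intervals of counting error, black lines are the share expected if genes were detected independently, and Cd44 stands at 46.8% and 19.7%.

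The libraries held cells that lay apart in expression space. With 905 cells drawn from each, 97.8% of the 20 nearest neighbours of a DMSO cell and 96.5% of those of a Selumetinib cell came from the cell's own library, where a pair of random sets of DMSO cells gave 50.01%. In 13 of 1810 cells most neighbours came from the other library. Thinned to 1750 UMIs, the share over both libraries was 93.7%. With 1 library per condition, this separation is that of the libraries.

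Each library was clustered alone into 4 groups, rebuilt here and not taken from the study, so they need not be its subpopulations. DMSO cluster 3, with 278 cells, was proliferating-like, since all 10 proliferation markers were higher in it than in the rest of the library. Its leading genes were Reg3g, Cdo1, Aurka, Ifitm1 and 2810417H13Rik, of which Reg3g and Ifitm1 are defence genes, and its G2 and M phase genes summed to 5229 CPM against 1838 to 2592 CPM in the other DMSO clusters. No Selumetinib cluster reached that level, with 1475 to 2398 CPM. The highest of them, Selumetinib cluster 2, held 1002 CPM of G2e3 alone, and without that gene the 4 Selumetinib clusters lay between 1214 and 1396 CPM. DMSO cluster 2 had a median of 1872 UMIs per cell, and DMSO cluster 4 held 21.6% mitochondrially encoded UMIs.

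The fold patterns of the clusters matched weakly across libraries. DMSO cluster 1 with Selumetinib cluster 2 (Pearson r = 0.18 across 16451 genes), DMSO cluster 2 with Selumetinib cluster 3 (r = 0.06) and DMSO cluster 4 with Selumetinib cluster 1 (r = 0.19) were each other's best match, and genes are not independent replicates. The proliferating-like DMSO cluster 3 had no such partner under this rule. Its own best match was Selumetinib cluster 1 (r = 0.15), above the r of the second pair, but that cluster matched DMSO cluster 4 better.

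Within these 3 pairs most measured MAPK output genes were lower and most NRF2 targets higher in the Selumetinib cells. The MAPK output median was -1.21, -1.03 and -0.73, with 7 of 10, 5 of 8 and 5 of 9 measured genes lower and 0, 2 and 0 higher. Phlda1 had log2 ratios of -4.21, -2.88 and -2.71 and Clu of -3.13, -4.99 and -3.55. The NRF2 median was 0.69, 1.45 and 1.33, with 21, 31 and 26 of 37 measured genes higher and 2, 0 and 0 lower. The cholesterol median was -0.89, -0.44 and -1.25, and the median for keratins, actins and tubulins was -0.64, -1.23 and -0.38. The G2 and M phase median was -0.07 in the first pair, -0.92 in the second and -0.54 in the last, where all measured genes had medians of 0.31, 0.17 and 0.40. Akr1b3 had log2 ratios of 1.09 and 1.42 in the first and last pairs and 6.32 in the second, whose Selumetinib cluster 3 holds most of the cells high in it. Of 13 mitochondrially encoded genes 11, 8 and 12 were lower and 0, 1 and 0 were higher, with medians of -1.01, -0.81 and -1.76. The last pair sets DMSO cluster 4, with 21.6% mitochondrially encoded UMIs, against Selumetinib cluster 1, with 6.24%. Its mitochondrial median is therefore not read as an effect of Selumetinib. That large part also lowers the CPM of all other DMSO genes in this pair and so raises their ratios.

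**Figure D4:**
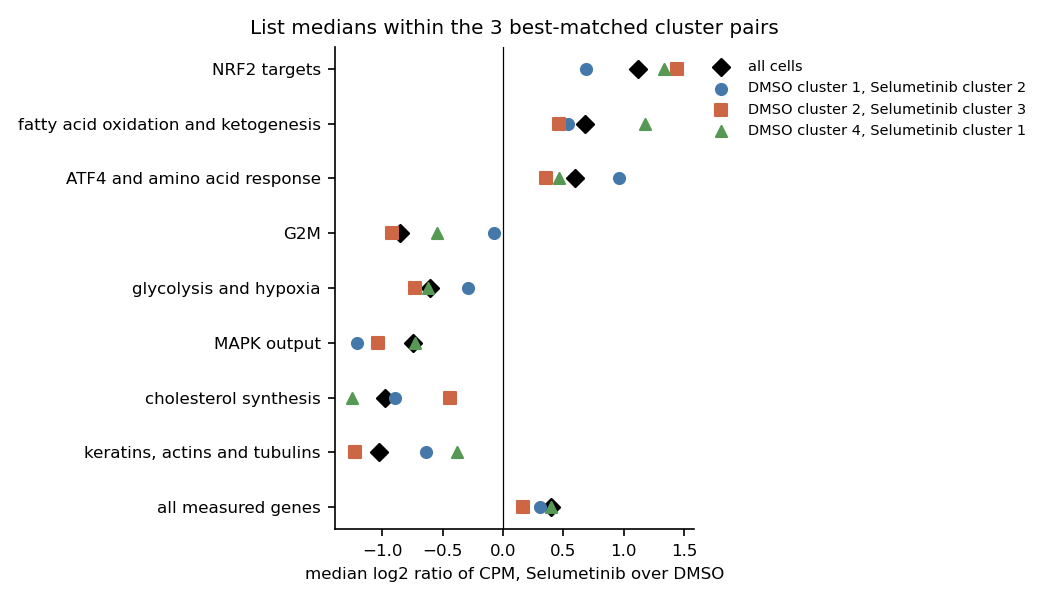
Median log2 ratio of CPM, Selumetinib over DMSO (horizontal), for 8 gene lists and all measured genes (vertical), over all cells (diamonds) and within the 3 cluster pairs that were each other's best match (circles, squares and triangles). NRF2 medians lie between 0.69 and 1.45 and MAPK output medians between -1.21 and -0.73 in the pairs.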

Values the study reported

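The study reported 2471 cells for the DMSO-treated and 905 cells for the Selumetinib-treated Meta4 sample. It treated the organoids with 1 μM Selumetinib for 3 days. It gave the proportion of dysplastic stem cells, by marker expression, as 13.2% before and 49.3% after MEK inhibition.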

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

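The alternatives with 3000 to 6000 UMIs per cell, without the cells high in Akr1b3 and Cryab, and without DMSO cluster 2 were chosen after seeing the data. Scaling shifted every log2 ratio by construction. With TMM factors the medians were -0.46 for S phase, -1.38 for cholesterol synthesis, 0.27 for fatty acid oxidation, -1.01 for glycolysis, -0.13 for lysosome, -1.44 for keratins, actins and tubulins, -0.61 for migration, -0.42 for stem cell markers, 0.25 for interferon and -0.63 for ribosomal proteins. With DESeq2 size factors they were -0.87 for ERK feedback, -0.49 for S phase, -1.41 for cholesterol synthesis, 0.24 for fatty acid oxidation, -1.04 for glycolysis, 0.16 for ATF4, -0.16 for lysosome, -1.46 for keratins, actins and tubulins, -0.63 for migration, -0.44 for stem cell markers, 0.23 for interferon and -0.66 for ribosomal proteins.

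Weighting each cell equally reversed the migration median to 0.018, and the cause was not tested. Leaving out cells with at least 2 UMIs of either cell cycle list reversed the S phase median to 0.55 and the G2M median to 0.040. The cells were picked on these same genes, so these medians are not read. This setting dropped 1824 of 2050 DMSO and 717 of 859 Selumetinib cells with at least 1750 UMIs, so all its values rest on the minority that remained. There the medians were -0.94 for ERK feedback, -0.99 for glycolysis and 0.10 for lysosome, and Ctgf and Tff2 reversed to 0.079 and -0.11, with the cause not tested. Without the cells high in Akr1b3 and Cryab the ribosomal median was -0.28, and with 3000 to 6000 UMIs per cell the interferon median was 0.32, with no cause tested. Under the remaining settings no list median moved by more than its 95% range, but some medians near 0 changed sign, with 0.07 for EGF and -0.13 for BCL2 at equal depth. Of 127 named genes 105 moved with TMM, 106 with DESeq2 factors, 32 with equal cell weights, 6 without mitochondrial and ribosomal genes in the totals, 3 with the quality filter and 0 without doublet calls. At equal depth 56 of 124 moved, and without cells holding cell cycle UMIs 75 of 117 moved and 2 reversed. In the added settings 59 of 125 moved with 3000 to 6000 UMIs per cell, 36 of 127 without the cells high in Akr1b3 and Cryab and 21 of 127 without DMSO cluster 2. Of the 115 named genes that were higher or lower, 10 no longer were with TMM and 12 with DESeq2 factors, and 5 others became so with either. Among genes under the 1.5-fold limit, Lgr5, Cttn and Wfdc2 changed sign with both scalings, and Pcna did so at equal depth (0.07) and without cells holding cell cycle UMIs (0.49).

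Shares of cells follow depth and the UMI minimum by construction. With at least 1 UMI, S phase shares were 78.9% in DMSO and 82.4% in Selumetinib and G2M shares 94.0% and 89.2%. With at least 3 UMIs they were 28.3% and 30.3%, and 63.3% and 43.7%. Not thinned, S phase shares were 73.3% and 86.7%, G2M shares 93.8% and 91.5%, shares with all 3 stem cell markers 23.4% and 23.3%, and shares with Prom1 and Alcam 32.1% and 42.8%. Thinned to 437 UMIs, the last 2 shares were 0.283% and 0.110%, and 0.931% and 1.33%. No cell fell under that depth, so these are shares of all 2471 and 905 cells, of which few were positive. The quality filter and doublet calls moved no share by more than its interval.

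Neighbours from the own library were 97.9% with 10 principal components and 93.7% at the fixed depth. The share of cells in the cluster with the highest G2M level was 51.0% in DMSO with 3 clusters, 16.2% in Selumetinib with 6 clusters and 18.6% in Selumetinib without cell cycle genes. At the fixed depth it was 15.5% in DMSO and 29.2% in Selumetinib. The best correlation between clusters was 0.29 with 6 clusters and 0.13 at the fixed depth. The other matching measure was the share of genes with the same sign, among genes differing at least 1.5-fold in both clusters. Its highest value over the cluster pairs was 70.6%, in a pair other than the best by correlation. The cause was not tested for these.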

Other observations

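The tests with the 200 most abundant genes left out, on receptor genes and on other genes of like abundance, on doublets, on early dissociation genes and on other H2A genes were chosen only after the result was seen, as were the alternatives with 3000 to 6000 UMIs per cell, without the cells high in Akr1b3 and Cryab and without DMSO cluster 2.

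Genes of antigen presentation and interferon response were higher in the Selumetinib library where they differed. Of 17 measured members, 8 were higher, 0 were lower and 9 were neither, led by the guanylate-binding protein gene Gbp4 (186 and 476 CPM, log2 ratio 1.36), Ifi47 (1.44), Isg15 (1.02) and the peptide-loading gene Tapbp (0.66). The median of 0.66 was at percentile 98.14, but inside the middle 95% of random lists under most other settings, at 96.7 with equal cell weights and with the quality filter, 94.6 at equal depth, 93.7 without cells holding cell cycle UMIs, 96.3 without the cells high in Akr1b3 and Cryab, 86.9 without DMSO cluster 2 and 69.7 over cells with 3000 to 6000 UMIs. It was at 99.1 without doublet calls. With TMM factors 4 of the 17 were higher. Of 26 lysosome and autophagy genes, 5 were higher and 21 were neither, with a median of 0.28 at percentile 96.15 that became -0.13 with TMM and -0.16 with DESeq2 scaling, with 1 and 0 higher. The autophagy gene Gabarapl1 (1.00), the enzyme genes Hexa (0.92) and Ctsb (0.66) and the membrane gene Lamp2 (0.62) were higher, but Hexa, Ctsb, Lamp2 and Tapbp fell under the 1.5-fold limit with TMM factors, and Gabarapl1 did so with DESeq2 factors. Gbp4, Ifi47, Isg15, Tapbp, Gabarapl1, Hexa and Ctsb overlap or share ends with other genes and are uncertain.

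The BCL2 family had no common direction. Bmf stood at 9.62 CPM in the DMSO library and 26.7 CPM in the Selumetinib library, a log2 ratio of 1.47 (95% interval 1.09 to 1.87), Bik at 1.44 and Bcl2l11, which encodes BIM, at 0.77, or 0.36 with TMM factors, under the 1.5-fold limit. The lower members, named after their values were seen, were the death-promoting Bax (-0.66) and the survival gene Bcl2 (-0.90), while the survival gene Bcl2l1 at 0.48 was under the 1.5-fold limit. Over the 13 members 3 were higher, 2 were lower and 8 were neither, and the median of 0.09 at percentile 17.58 became -0.32 with TMM and -0.35 with DESeq2 scaling, where 2 were higher and 6 lower. Of 18 genes of cell cycle exit and FOXO, 4 were higher, 2 were lower and 12 were neither, with a median of 0.34 at percentile 82.29 that became -0.07 with TMM and -0.10 with DESeq2 scaling, with 3 higher and 4 lower, and 2 higher and 7 lower. Txnip, which binds thioredoxin and restrains glucose uptake, stood at 281 and 955 CPM, a log2 ratio of 1.77 (95% interval 1.70 to 1.83), Klf2 at 1.29, Cdkn1c at 1.08, whose interval held equal levels with DESeq2 factors, and the cell cycle inhibitor gene Cdkn1a at 0.56, under the 1.5-fold limit. Txnip, Cdkn1a and Cdkn1c overlap a gene on the other strand and are uncertain.

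Cryab and Akr1b3 UMIs lay mostly in 111 of the 905 Selumetinib cells, 12.3%, those with at least 20 of their UMIs per 10000, with 18 cells between 15 and 25 and 0 DMSO cells at that level. The tables argue against doublets, since these cells held 1.08 times the median UMIs of the others, and against early dissociation genes, whose median log2 ratio in these over other cells was -0.67. Heat shock genes, looked at after the data were seen, were higher in them, with Hspa1b at 3.67, Hspa4l at 2.63, Hsph1 at 2.31 and Hspa1a at 2.30, as was Dusp1 (2.69), so stress during handling stays open. A candidate explanation is a response to high osmolarity, because 6 osmolarity genes not looked at in these cells before had a median log2 ratio of 0.97 in them, among them Slc5a3 (0.99) and Slc38a2 (0.95), although the pooled ratio of Slc38a2 had been seen. Slc6a6 (-0.51) and Nfat5 (-0.21) went the other way, and S100a4 (2.02) and Aqp1 (1.62) rest on 16 and 7 UMIs in these cells. Slc38a2 is also on the ATF4 and amino acid list, and Hspa4l is also an osmolarity gene, though looked at before. Neither gene therefore tells these explanations apart. An effect of MEK inhibition on a part of the cells stays open as untested. The 10 MAPK output genes had a median log2 ratio of 0.08 in these over other cells, while Dusp6, an ERK-induced phosphatase gene chosen for mention after its value was seen, was higher in them (3.57) and went from -0.68 in the pooled comparison to -1.94 without them.

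Genes of low abundance were higher in the Selumetinib library, with a median log2 ratio of 0.58 for 12574 genes under 20 CPM. The tables argue against a few abundant genes as the cause, since the median was still 0.45 with the 200 most abundant genes left out of the totals, and against deeper cells as the whole cause, since it was 0.44 over cells with 3000 to 6000 UMIs in both libraries, against 0.49 for the same 6988 genes over all cells. More counts on genes that these cells do not express is a candidate explanation, because 1309 olfactory and vomeronasal receptor genes together had a log2 ratio of 0.62 (95% interval 0.59 to 0.65), at 1831 CPM in the DMSO library and 2816 CPM in the Selumetinib library. These genes are rare themselves, but 1000 random sets of other genes of like abundance had a median log2 ratio of only 0.32 for their sums (middle 95% from 0.19 to 0.44). A broader transcriptome after MEK inhibition stays open as untested.

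Hist1h2ap had 644 UMIs in the DMSO library and 4 in the Selumetinib library. Counts moved to other H2A copies do not account for it, because 18 other H2A genes stood at 32.6 and 32.4 CPM, a difference of -0.28 CPM. That sum covers opposite moves, with 13 genes lower, such as Hist1h2ao from 22 to 0 UMIs, and 2 higher, Hist2h2ac and Hist2h2aa1, named after their values were seen. The 2 that rose gained 11.3 CPM together, where Hist1h2ap lost 66.6 CPM. Among the cells with a UMI of Mki67 or Top2a, 691 DMSO and 219 Selumetinib cells, the log2 ratio was -5.91 (95% interval -8.42 to -4.57) from 390 and 3 UMIs. In a check added after the data were seen, 40 of 51 other G2 and M phase genes were higher in these DMSO cells than in the rest of their library, but only 3 of 51 in these Selumetinib cells. The Selumetinib cells are therefore not shown to be dividing, and the value decides nothing. Fewer dividing cells therefore stay open as the cause, as does an untested effect of MEK inhibition on this transcript.

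After Selumetinib the study stained more villin on the apical membrane, found less Ki67, and by qPCR measured more Tff3 and Gpx2 and less Lgr5. It also measured villin by qPCR, with a direction that its text does not state. In the sums here the log2 ratio was -1.91 for Mki67, 0.77 for Tff3 (0.36 with TMM factors) and 0.94 for Gpx2 (0.53 with TMM factors), in the study's directions. Lgr5 stood at 0.30, or -0.11 with TMM factors, and Vil1 transcripts were lower (-0.78), unlike the villin stain. The study gives its share of dysplastic stem cells, quoted above, by marker expression. It states neither which cells were counted nor over which cells the share was taken. The shares here are of 2050 DMSO and 859 Selumetinib cells with at least 1750 UMIs, so no direction is drawn between the study's share and these.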
